A study of Mus musculus with 10 samples. Its data were reported in "Patient-Specific TBX5-G125R Variant Induces Profound Transcriptional Deregulation and Atrial Dysfunction" (2022).

How the data were processed

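ATAC-seq libraries came from PCM1-sorted nuclei of pooled left and right atria of single mice, with 4 Tbx5G125R libraries from 4 animals and 6 Control libraries from 4 animals. The submitters' processing notes name BWA, bedtools and DESeq2 and the build mm10, and give no versions. Whether the authors shifted reads for the transposase, removed duplicates, or dropped mitochondrial or multiply mapped reads is not given in the sources used here. Reads of a repeated sequence, if kept, would share their placement among its copies.

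The authors deposited 1 table with 10010 regions made from bins of 500 bp, holding for each region the raw read count of each library. In 4 of the libraries the deposited values were estimated counts only in form, since the authors wrote a count of 0 as 0.1 (26 values in all), and these were rounded back to 0. The table also held the authors' deposited log2 fold change, as Control over Tbx5G125R, the authors' deposited adjusted p-value, and geometric means per group. All 10010 adjusted p-values were under 0.05. The fixed design had assumed normalized values with limma as the main test. Because the deposited values were counts, edgeR took its place, and limma was kept as an alternative.

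Counts of the 2 libraries of Control animals 1 and 3 were summed. Between the libraries of 1 animal the chi-square per degree of freedom over the regions was 1.62 to 1.67, against 2.01 to 4.29 between libraries of different animals in a group, so the repeats lay closer together than animals did. The table gives no library totals, and its regions mostly change one way, so size factors from it would place the change at 0. Libraries were therefore scaled within each genotype by the median ratio over the regions, and the genotypes were set against each other by the single offset under which fold changes from the counts, pulled towards 0 by a fitted prior, came closest to the authors' deposited fold changes. That offset was 0.29 on the log2 scale (1.22-fold, Tbx5G125R over Control), with a residual SD of 0.032 and 99.7% of the variance of the deposited values explained. It was 0.26 from gained regions alone and 0.44 from lost regions alone. In tables simulated under the fitted model itself, the recovered offset missed the true one by at most 0.00066. That tests the working of the fit and not how well the real scale is known. Scaled counts are counts divided by these factors, with a geometric mean factor of 1 over animals. The fold changes reported carry no such prior and are larger than the deposited ones, whose medians were 0.67 for gained and -0.78 for lost regions, against 0.76 and -0.97. The calls made on this scale are not independent of the authors' own.

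The test of each region was edgeR's quasi-likelihood test (edgeR 4.0.16, R 4.3.3) of 4 against 4 animals with no covariate, Benjamini-Hochberg adjusted over the 10010 regions at 0.05. Fold changes are Tbx5G125R over Control, with a standard error derived from the test statistic. The biological coefficient of variation was 11.5%. On simulated counts with 200 changed regions of the 10010, the fit recovered 100% of regions changed by 1 on the log2 scale and 96% of those changed by -1, 52% at 0.5 and 40% at -0.5, with 4% of its calls false. The simulation had a common dispersion, a known scale and regions not selected by their difference. Its rates therefore do not carry over to the listed regions. Other tests used Python 3.11.15 with scipy 1.17.1.

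Coordinates are mm10, 1-based. Regions were assigned to the protein-coding gene (RefSeq, GRCm38.p6) whose span they overlapped, the shortest of several, or else the nearest within 100 kb, which covered 8237 gained (93.1%) and 1036 lost regions (89.0%). The annotation held no strand, so the fixed distance to a transcription start was replaced by the distance to either end of a gene. The 19 gene lists were fixed before the data were examined, and so were the tests, apart from edgeR in place of limma, the distance to gene ends, and the tests named as chosen later. Named regions were those of Tbx5, the 10 gained and 10 lost regions of largest absolute log2 fold change among those with non-overlapping animals and a mean at or above the median region (1 per gene), and up to 3 members per gene list under the same conditions without the level condition. A few results for single genes are not reported here. Genes given with counts of regions alone, such as Slc8a1 and Kcnh2, were chosen after their values were seen. Gene lists were also tested by 100000 permutations of genes, an alternative chosen after seeing the data. The test of signal over background first counted gained regions of low level above the bound (19.1%), and was replaced after its result was seen, because the selection of called regions inflated that count.

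Alternatives covered the tool (limma, DESeq2 1.42.0, the authors' values), pseudocounts of 0.1 and 5, a filter on low counts, the repeats, the scaling, the threshold, the replicate number as a block, distances, gene sets, and each animal left out in turn. Motif content was not analysed here because it needs the genome sequence. Animals sharing a number came from different mice.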

Results

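Chromatin accessibility was measured by ATAC-seq, an assay in which a transposase cuts open chromatin and tags the fragments for sequencing, in atrial cardiomyocyte nuclei of adult mice 8 to 12 weeks old. The nuclei were sorted on PCM1, a centriolar satellite protein found at the nuclear envelope of cardiomyocytes. Animals of the Tbx5G125R group, heterozygous for the G125R substitution in the T-box factor Tbx5, were compared with Control animals (n = 4 animals per group). Control animals 1 and 3 each had 2 libraries, whose counts were summed, so that 10 libraries gave 8 animals. The table held counts for 10010 regions, and their sum per animal ran from 630392 in Control replicate 2 to 2776475 in Control replicate 3. In the Tbx5G125R animals it ran from 1716962 to 2414261. These are sums over the listed regions, and the depth of whole libraries is unknown. Control replicate 2 therefore had the fewest reads behind its values. The table listed only regions that the authors had called as different, and none with a count of 1000 or more in any library (highest count 995), so nothing is said here of regions or genes outside it.

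The comparison asked which chromatin of atrial cardiomyocytes opened or closed with the Tbx5 variant. Accessibility was higher in Tbx5G125R animals at 8846 regions (gained) and lower at 1164 (lost), or 88.4% against 11.6% of the table. Gained regions rose by a median of 0.76 on the log2 scale, with quartiles of 0.63 and 0.98, and 2052 of them rose at least 2-fold. Lost regions had a median log2 fold change of -0.97, with quartiles of -1.14 and -0.84, and 524 of them fell at least 2-fold. Gained regions lay at a median scaled count of 119 in Control and 201 in Tbx5G125R animals, and lost regions at 52.0 and 26.4. The 4 Tbx5G125R animals did not overlap the 4 Control animals at 8438 gained regions (95.4%) and 847 lost regions (72.8%); chance gives 2.86% of regions not chosen by their difference. Every listed region passed edgeR's quasi-likelihood test at an adjusted p of 0.05. Both outcomes were largely set in advance, because the regions had been selected on the same animals. The split between gained and lost rests on the scale between the genotypes, which was taken from the authors' fold changes: with each animal scaled to its own median over the table, 781 regions were called higher and 1253 lower. That scaling moved the median log2 fold change of all regions from 0.72 to 0.01. With no scaling between libraries, 8846 regions were called higher and 216 lower.

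**Figure D1:**
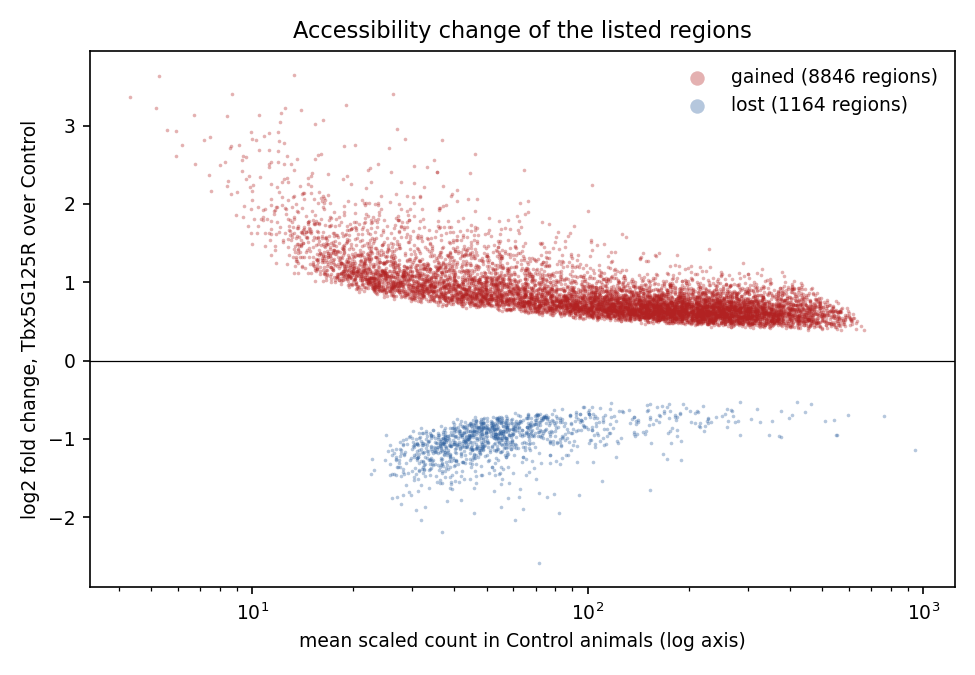
Each point is 1 listed region, with its mean scaled count in the 4 Control animals on a log axis and its log2 fold change, Tbx5G125R over Control, on the vertical axis. The 8846 gained regions (red) span low and high levels, while the 1164 lost regions (blue) lie mostly at low levels, with a median of 52.0 scaled counts in Control animals.

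The gained regions with the greatest change at or above the median level of the table lay in and near genes of several kinds. A region inside the span of Phactr1, which encodes a regulator of phosphatase and actin (chromosome 13, 43115501 to 43117250), rose from 36.9 ± 2.29 to 258 ± 21.8 scaled counts (SD, n = 4), a log2 fold change of 2.81 ± 0.15 (SE). A region inside Thsd7a (chromosome 6, 12662001 to 12663250) rose by 2.64 ± 0.16, and a region 15622 bp from Psd2 (chromosome 18, 35944001 to 35948250) by 2.24 ± 0.16. Regions in Spata16, Atp10b, Sema6c, Iqgap2 and Bmp3 rose by between 1.88 and 2.04. The highest fold in this group belonged to a region on chromosome 18 (85256501 to 85257750) with no protein-coding gene within 100 kb, which rose by 3.40 ± 0.18. A further region without a near gene, on chromosome 10 (109479501 to 109480750), rose by 2.43 ± 0.23. All of these had edgeR adjusted p-values of 4.9e-09 or lower.

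The lost regions at or above the median level had smaller folds. The region inside Rnf122, a ubiquitin ligase gene (chromosome 8, 31120501 to 31122000), fell from 190 ± 34.8 to 94.3 ± 14.1 scaled counts (SD, n = 4), a log2 fold change of -1.02 ± 0.15 (SE). Inside Ube2d3, a ubiquitin-conjugating enzyme gene, the log2 fold change was -0.89, and near Prrt4 and B3galnt2 it was -0.96 and -0.90. Regions 19179 bp from Dock5 and inside Pkd1l1 and Terb1, and 3 regions with no gene within 100 kb on chromosomes 14, 4 and X, had log2 fold changes between -1.14 and -0.95. Several of these varied widely within a group: Terb1 had 371 ± 167 scaled counts in Control animals and 180 ± 49.1 in Tbx5G125R animals (SD, n = 4), and Dock5 376 ± 166 and 181 ± 28.7. Lost regions with a Control level of 150 or more also varied together from animal to animal, with a median r of 0.79 between 53 of them and a profile drawn from lost regions on other chromosomes. Without scaling, 8 of these 10 most changed lost regions were no longer called (edgeR adjusted p between 0.058 and 0.10), all but those in Rnf122 and on chromosome 14.

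Tbx5 itself (chromosome 5, 119796514 to 119885220) carried 9 gained regions and no lost region within 100 kb. Their log2 fold changes ran from 0.60 to 1.22 with a median of 0.78, and the animals of the groups did not overlap at any of the 9. The greatest change lay 14514 bp outside the gene span (119780251 to 119782000), where scaled counts rose from 76.5 ± 20.9 to 167 ± 18.2 (SD, n = 4). The region over the edge of the span (119796251 to 119797250) rose from 306 ± 11.9 to 502 ± 71.0. With the table's own median as scale, 8 of the 9 were no longer called, 3 of them with log2 fold changes between -0.12 and -0.03, and the region with the greatest change stayed called at 0.50, though not under quantile normalization (0.43, limma adjusted p = 0.0709).

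Calcium handling genes, the set of channels, pumps and sarcoplasmic reticulum proteins that drive contraction, leaned furthest towards lost accessibility among the 19 gene lists. Their 119 regions divided into 45 gained and 74 lost, a gained share of 37.8% against 89.0% of all other listed regions (Fisher's exact test, two-sided, adjusted p = 1.32e-38). The lost regions lay at 13 of the genes: Slc8a1, the sodium-calcium exchanger, had 24 lost and none gained, Cacna1c, the main L-type calcium channel, 13 lost and 1 gained, and Trdn, which encodes triadin, 9 lost and none gained. Mrvi1 had 7 lost and none gained, and its most changed region (chromosome 7, 110982001 to 110983250) fell from 71.8 ± 9.72 to 22.2 ± 1.52 scaled counts (SD, n = 4), a log2 fold change of -1.69 ± 0.23 (SE, edgeR adjusted p = 3.7e-07). At a region 15846 bp from Ryr3 the log2 fold change reached -1.76 ± 0.39 (chromosome 2, 113233251 to 113234000). Ryr2, the cardiac calcium release channel, had 10 lost and 7 gained regions, whereas Atp2a2, the sarcoplasmic calcium pump, had 8 gained and none lost, and Sln, which encodes the pump's inhibitor sarcolipin, 4 gained and none lost. With the table's own median as scale, 28 of the list's 45 gained regions were still higher and 4 were called, 2 of the 8 of Atp2a2 and none of Sln's among them, while all 74 lost regions were called lower, as that scale lowers every fold. Without Slc8a1 and Cacna1c, a choice made after seeing the data, 44 gained and 37 lost regions remained, a gained share of 54.3% (Fisher's exact test, two-sided, p = 1.49e-14). That test ran over regions, and Ryr2, Trdn and Mrvi1 held 10, 9 and 7 of the 37 lost ones. The shorter list was not tested with genes as the unit. Slc8a1, Cacna1c and Mrvi1 are among 8 genes with listed regions that the study had also named in these mice. The lean is therefore not independent of the study's own results. When genes rather than regions were permuted, so that many regions of a gene moved together, the lean held (adjusted p = 0.00019 by permutation, the smallest it could give over the lists). The permutation drew genes without regard to their span or number of regions, and Slc8a1 and Cacna1c span 365 and 610 kb. A lean of calcium genes therefore cannot be told apart by it from a lean of long genes.

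**Figure D2:**
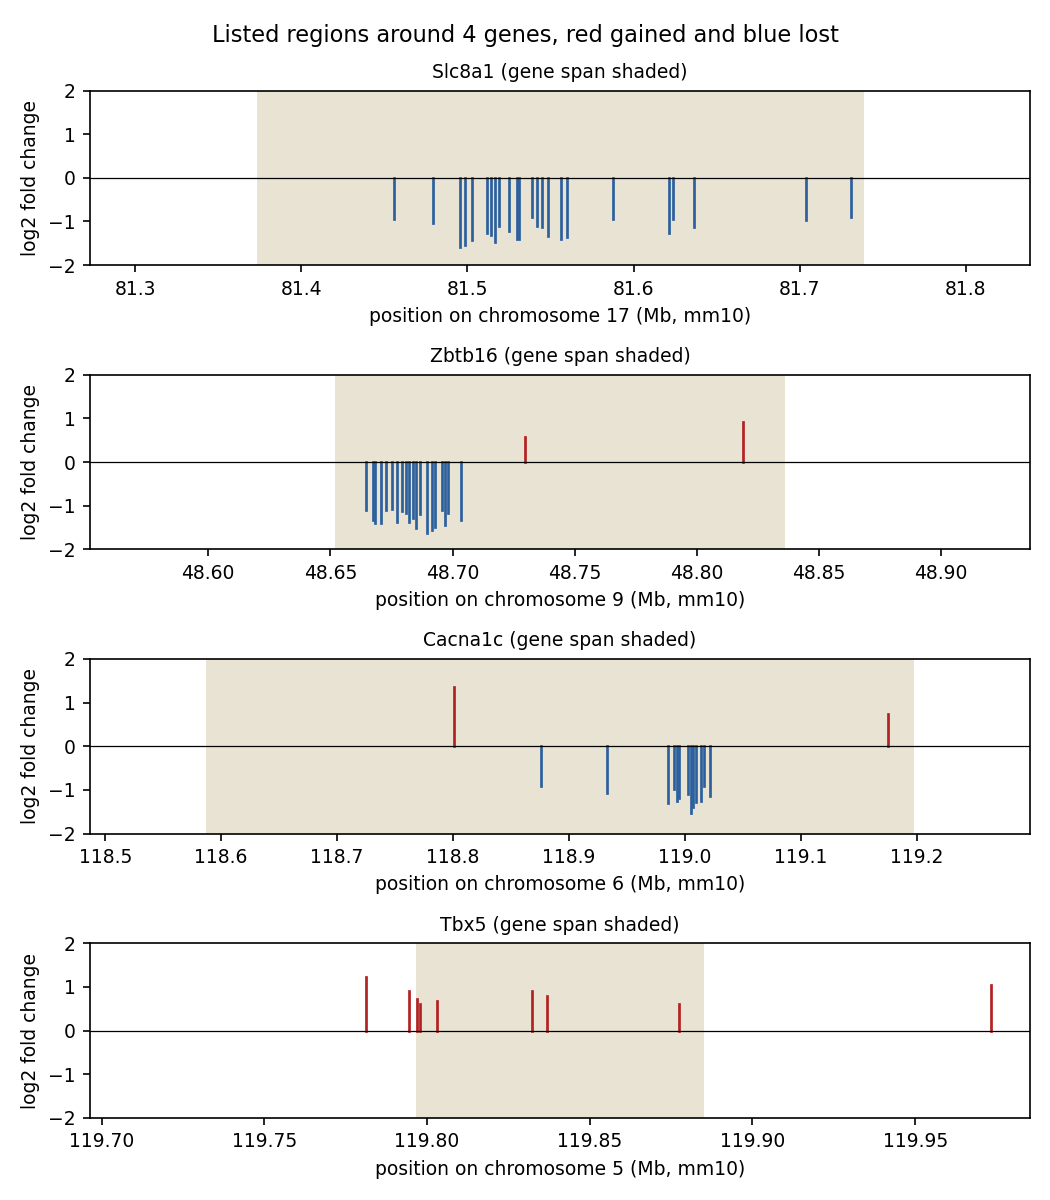
Vertical lines mark all listed regions, whichever gene they were assigned to, around Slc8a1, Zbtb16, Cacna1c and Tbx5, each with its position (Mb, mm10) on the horizontal axis and its log2 fold change, Tbx5G125R over Control, as its height. Shading marks the gene span, shown with 100 kb on either side. Lost regions (blue) fill Slc8a1, which has 24 of them, while the 9 regions of Tbx5 were all gained (red).

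Genes that the study had named in these mice had 40 gained and 52 lost regions, a gained share of 43.5% (Fisher's exact test, two-sided, adjusted p = 1.58e-24). The list was drawn up from the study's own results on the same mouse line and shares 9 genes with the calcium list, 8 of them with listed regions (Slc8a1, Cacna1c, Cacna1d, Cacna1g, Cacna2d3, Mrvi1, Pln and Ryr3), so it is not independent evidence. Within it, Bmp6, a bone morphogenetic protein, had a region (chromosome 13, 38499251 to 38500250) that rose from 12.5 ± 4.30 to 124 ± 18.0 scaled counts (SD, n = 4), a log2 fold change of 3.23 ± 0.24 (SE). Wdr3 rose by 3.26 ± 0.22 and Padi2, which encodes a peptidylarginine deiminase, by 2.64 ± 0.25. Pln, which encodes phospholamban, had 1 lost region with a log2 fold change of -1.27. Of the 40 gained regions, 9 were called higher at the scale of the table's median.

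Sarcomere and actin genes had 96 gained and 28 lost regions, a gained share of 77.4% (Fisher's exact test, two-sided, adjusted p = 0.00351), but the lean was not held when genes were permuted (adjusted p = 0.355 by permutation). Pdlim5 had 11 lost and 1 gained. At Myh7, the slow myosin heavy chain, a region (chromosome 14, 54968751 to 54972750) rose from 290 ± 27.6 to 693 ± 48.1 scaled counts (SD, n = 4), and at Fhl2 the log2 fold change was 1.41 ± 0.14 (SE). Cardiac transcription factors had 56 gained and 11 lost regions (Fisher's exact test, adjusted p = 0.522). Tbx20 had 5 gained and none lost, Nkx2-5 6 gained and none lost, and Zfhx3, an atrial fibrillation susceptibility gene, had a region that rose by 2.43 ± 0.27 (chromosome 8, 108531751 to 108532750). Myocd, the coactivator myocardin, had 7 lost and 2 gained, led by a region 63262 bp from the gene with a log2 fold change of -1.53 ± 0.37. KLF and SP factor genes had 31 gained regions and none lost at 17 of their 25 members (Fisher's exact test, adjusted p = 0.154). Among these were regions 5816 bp from Sp1 (1.10 ± 0.16), 89589 bp from Klf5 (1.15 ± 0.25) and 91448 bp from Klf7 (1.02 ± 0.21). With the table's own median as scale, 17 of these 31 regions were still higher and none was called, the 3 named ones included, and of the gained regions of sarcomere genes and of cardiac transcription factors 5 of 96 and 3 of 56 were called higher.

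**Figure D3:**
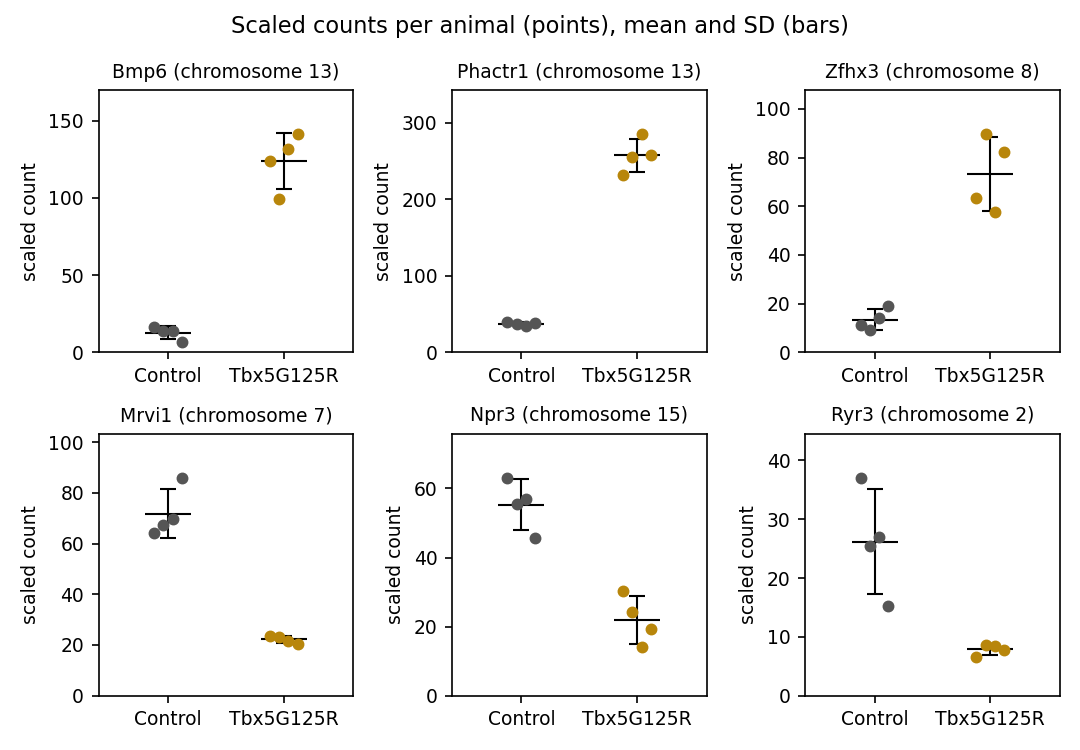
Points are scaled counts of single animals at 6 regions, with bars for the mean and SD of the 4 animals of a group. At Bmp6 the mean was 12.5 in Control and 124 in Tbx5G125R animals, and at Mrvi1 it was 71.8 and 22.2, with no overlap of the groups in any of the panels.

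Ion channel genes other than those of calcium mostly had gained regions, with shares that did not pass the test against the other regions. Potassium channels had 44 gained and 2 lost regions (Fisher's exact test, adjusted p = 0.390), with Kcnc1 at 1.96 ± 0.33, Kcnf1 at 1.35 ± 0.19 and Kcnk2 at 1.15 ± 0.19, and Kcnh2 carried 7 gained regions. Sodium, chloride and pacemaker channels had 22 gained and 2 lost, with Scn3a at 2.0 ± 0.22 and the pacemaker channel gene Hcn2 at 1.07 ± 0.16, while Clic5 had a region at -1.15 ± 0.34. Without scaling between libraries the Clic5 region was no longer called (-0.84, edgeR adjusted p = 0.091). Gap junction and intercalated disc genes had 25 gained and 8 lost (Fisher's exact test, adjusted p = 0.154). Gja5, the atrial connexin, had 4 gained and none lost, Pkp2, a desmosomal gene, 4 lost and none gained, and regions in Ctnna3 and Tjp1 rose by 1.56 ± 0.29 and 1.37 ± 0.18. Genes lowered in Tbx5 insufficiency had 30 gained and 10 lost regions (Fisher's exact test, adjusted p = 0.10), and all 10 lost regions were those of Ryr2. This list did pass towards lost regions with a limit of 10 kb (adjusted p = 0.0092), of 500 kb (0.028) or with all annotated genes (0.012), but not with genes as the unit (adjusted p = 1) or with genes permuted (0.377). At the scale of the table's median, 3 of the 30 gained regions of this list were called higher, 2 of 44 of the potassium channels, 1 of 22 of the sodium, chloride and pacemaker channels, and 3 of 25 of the gap junction and disc genes.

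Secreted atrial factors had 24 gained and 2 lost regions, with Lgals3, the gene of galectin-3, at 2.51 ± 0.31, Sema3a at 1.37 ± 0.29 and Angpt1 at -1.26 ± 0.29. BMP and TGF-beta genes had 30 gained and 2 lost, led by Bmp6, Bmp3 at 1.88 ± 0.14 and a region 93573 bp from Smad1 at 1.34 ± 0.26. Fatty acid and mitochondrial genes had 45 gained and 6 lost regions, with Mb, which encodes myoglobin, carrying 14 gained regions and Lpl, the lipoprotein lipase gene, a lost region at -1.63 ± 0.33. None of these lists passed the test against the other regions (Fisher's exact test, adjusted p between 0.996 and 1). Housekeeping genes had 15 gained and 3 lost regions, a gained share of 83.3% (adjusted p = 0.869), and Gapdh and Rpl13a rose by 0.82 ± 0.095 and 0.93 ± 0.10. With the table's own median as scale, none of the 15 gained regions of housekeeping genes was called higher, and 2 of 24 of the secreted factors, 3 of 30 of the BMP and TGF-beta genes and 1 of 45 of the metabolic genes were.

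Most listed regions of markers of cells other than atrial cardiomyocytes were gained, as were 88.4% of all listed regions. Over all genes, 5698 of 21900 protein-coding ones had a listed region within 100 kb. The marker counts below are to be read beside that share. Fibroblast markers had 5 gained regions at 4 of 17 genes, with Dpt at 1.29 ± 0.32 and Dcn at 1.01 ± 0.20. None of the 5 was called at the scale of the table's median, where these regions had 0.58 and 0.30. Smooth muscle and pericyte markers had 4 gained at 3 of 11 genes, leukocyte markers 2 gained at 1 of 14, and epicardial, neural and fat cell markers 4 gained at 2 of 15. Skeletal muscle genes had 3 gained regions, with Myh3 at 1.95 ± 0.23. Endothelial markers had 11 gained and 4 lost regions (Fisher's exact test, adjusted p = 0.237). Of these, Kdr, the VEGF receptor, had 9 gained, with a log2 fold change of 1.94 ± 0.21 at its most changed region, 31827 bp from the gene. Npr3, a natriuretic peptide receptor gene, had all 4 lost, led by -1.37 ± 0.27. None of these lists passed the test. On the scale of the table's median no gained region of the smooth muscle, leukocyte or epicardial, neural and fat cell markers was called, and 1 of 3 of the skeletal muscle and 4 of 11 of the endothelial ones were.

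Gained regions lay at the ends of genes far more often than lost ones. Within 1 kb of the start or end of an annotated gene lay 3846 of 8846 gained regions (43.5%) and 116 of 1164 lost regions (9.97%), an odds ratio of 6.95 (Fisher's exact test, two-sided, adjusted p = 2.02e-125). Inside a gene span, ends included, lay 78.3% of gained and 70.5% of lost regions (adjusted p = 8.8e-09). Inside a gene span but over 1 kb from both ends lay 38.0% of gained and 62.6% of lost regions (adjusted p = 1.13e-56). Outside gene spans and over 1 kb away from them lay 18.5% and 27.4% (adjusted p = 6.52e-12). These tests ran over regions, which are not independent replicates, and the annotation used gave no strand, exons or introns, so that starts could not be separated from ends. Gained and lost regions also differed in level, with median scaled counts of 119 and 52.0 in Control animals. The tests did not match regions on level, so position was not separated from it.

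The chromosomes carried gained and lost regions in unequal proportions. Chromosome 3 held 7.30% of lost and 4.02% of gained regions (Fisher's exact test, two-sided, adjusted p = 4.17e-05), while chromosome 11 held 5.84% and 8.94% (adjusted p = 0.00246) and chromosome 5, which holds Tbx5, 4.90% and 7.36% (adjusted p = 0.0108). Chromosome 16 held 4.64% of lost and 3.06% of gained regions (adjusted p = 0.0327) and chromosome 19 held 2.15% and 3.53% (adjusted p = 0.0473). Within 5 Mb of Tbx5 lay 105 gained and 4 lost regions, 1.19% and 0.344% of their classes (Fisher's exact test, two-sided, p = 0.00617), and the difference was no longer past the threshold within 1 Mb (p = 0.158) but was within 20 Mb (-1.94 points, lost minus gained, p = 6.0e-05). The X chromosome held 173 gained and 33 lost regions (adjusted p = 0.116). The Y chromosome held 2 regions, both lost (adjusted p = 0.0473), with counts of 15 or more in all 10 libraries. All of these tests ran over regions, which are not independent replicates, and lost regions lay together along single genes. Fgf12 and Rcan1 held 9 and 5 of the 54 lost regions of chromosome 16, and Pdlim5 and Usp13 11 and 7 of the 85 of chromosome 3. How far single genes account for the unequal shares was not tested.

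The level of the whole table depended on the scale. On scaled counts the median of log2(scaled count + 1) was 7.40 ± 0.020 in Tbx5G125R and 6.69 ± 0.012 in Control animals (SD, n = 4), a spread that the scaling within each genotype had narrowed, so that no test applies. With no scaling, and the 2 libraries of Control animals 1 and 3 summed, it was 7.35 ± 0.23 and 6.75 ± 1.01 (SD, n = 4, exact permutation test over 70 splits, two-sided, p = 0.371). Summing raised those 2 animals above the Control animals with 1 library and so widened the Control spread. In single libraries the median count ran from 44.5 to 105 in Control and from 128 to 178 in Tbx5G125R animals. These regions had been selected on the same animals, and the depth of whole libraries is unknown.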

Values the study reported

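The study reported 8846 sites of increased accessibility, 650 of decreased accessibility and 85 570 of similar accessibility between control and Tbx5G125R atrial cardiomyocytes. It reported Tbx5 occupancy in the fetal heart at 6634 of the 8846 gained sites and 318 of the 650 reduced sites, against 26 664 of the 85 570 similar ones.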

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

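All tests in this part were chosen after the results they concern had been seen. In 166 groups of 4 animals, 7 had an animal far from the other 3, and chance flags about 1 in 20 groups. The total count of Tbx5G125R replicate 1 over the table was 1716962, against 2339820 to 2414261 in the other animals of its group. At single regions, in scaled counts, Control replicate 1 had 40.0 near Dcn, against 59.5 to 62.0 in the others, and 54.4 in Kcnf1, against 40.7 to 41.7. Control replicate 3 had 12.7 at Wdr3, against 20.9 to 21.5. Among Tbx5G125R animals, replicate 2 had 423 at Gapdh, against 509 to 517, replicate 1 had 10.5 at Ryr2, against 22.6 to 23.2, and replicate 3 had 608 at the region over the edge of Tbx5, against 457 to 474.

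Gained regions outnumbered lost ones 8846 to 1164, a pattern that a change of scale, of signal over background, or of the chromatin itself might give. For a single scaling factor the tables decide nothing: of 27 factors tried, the one with the fewest calls left 798 gained and 1270 lost regions, so the division turned with the factor, and calls stayed at both ends under each because only called regions were listed. A common gain of signal over background would bound every fold by the gain reached where signal is highest, and 57 of the gained regions (0.64%) exceeded the 95th percentile of the highest 25% by Control level (0.90 on the log2 scale) at a one-sided p that allows for 100000 tested regions. These had a median Control level of 22.5 scaled counts, against 119 for all gained regions, and are the extreme of the pattern, so a common gain cannot be told apart from a change of chromatin either; in the highest 25% the median gain was 0.62. The split of the 8 animals by genotype was 1 of 35 to call as many regions (10010, against 41 in the highest other), but the regions had been selected on that split, so whether chance can be excluded cannot be judged from it, and an effect of the Tbx5 variant stays open as untested by these counts.

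Lost regions of high level varied together from animal to animal. Of 1164 lost regions, 89 had a Control level of 150 scaled counts or more, among them those at Terb1, Dock5 and Pkd1l1, and a profile over the 8 animals taken from the 36 of them on even-numbered chromosomes, after removal of the genotype means, had a median r of 0.79 with the 53 on the remaining chromosomes (exact permutation of animals within genotypes, one-sided, p = 0.00521). Independent variation of each region is excluded by this, since gained regions of like level had a median r of 0.11. Lost regions under 75 scaled counts had a median r of -0.021 with the profile, so it did not extend to the bulk of the lost class. A candidate explanation is that reads were divided between copies of a repeated sequence that differed in abundance between libraries, but this cannot be told apart from a shared change of chromatin at these sites without the sequence, which was not used here.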

How the results depend on the processing

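Alternatives not listed before the data were examined were no scaling, total count scaling, an offset from summed repeats, factors from the deposited fold changes, limma with a pseudocount of 1, and permuted genes. The called counts rested on the scaling. Of 10010 regions called (8846 gained, 1164 lost), scaling to the animal median left 2034 (781 gained), with 51.1% of all regions higher and 2210 with non-overlapping animals, against 9285. Quantile normalization left 2198 (1028 gained), with 56.8% higher and 2214 non-overlapping, and total count scaling 2200 (1012 gained, 1188 lost), with 60.4% and 2201. Without scaling 216 lost regions were called. These scalings set the typical listed region, or the raw depth, as unchanged by construction. Keeping regions at or above the lower quartile left 7220 gained and 287 lost regions and 96.2% higher, as lost regions lay at lower levels, and the limit of 2-fold itself left 2576, 2052 gained and 524 lost. Leaving out 1 animal gave 9975 to 10010 called, 8845 to 8846 gained, 1129 to 1164 lost, 88.4% higher, 9333 to 9580 non-overlapping and an overall level difference of 0.70 to 0.71, which the scaling within genotypes holds steady. With the replicate number as a block, 10010 were called. Correlations between the deviations of same-numbered animals ran from -0.00072 to 0.17. At number 1 it was 0.17, against at most -0.00076 with animals of another number, and at number 3 it was 0.069, against 0.11. A factor shared by same-numbered animals was thus neither shown nor excluded. The block changed no other call. On unscaled counts, with the repeats summed, the overall difference was 0.60 (exact permutation p = 0.371). The difference around Tbx5 was -0.23 points within 1 Mb and -0.82 at an adjusted p of 0.01, neither past the threshold, with fewer regions.

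Named regions kept direction and call in 1639 of 1738 recomputed values. The call was lost in 84, of which 10 without scaling and the rest under the 3 scalings to the table, where 15 also turned. Of the 79 named regions, 47 kept both under animal median scaling, 51 under quantile normalization, 50 under total count scaling and 69 without scaling. All 79 did so in every other setting. Those settings used a scale taken from the authors' fold changes, and the regions had been picked as called, so the pooled count says little. For animal median, quantile and total count scaling, Erg turned to -0.15, -0.14 and -0.098, Fbln1 to -0.14, -0.18 and -0.085, and in Tbx5 the region at 119797501 to -0.12, -0.063 and -0.065 and that at 119877251 to -0.11, -0.036 and -0.059. The Tbx5 region at 119802751 turned to -0.029 and -0.088 under animal median and quantile scaling, and Mylpf to -0.0086 under the former. The list of Tbx5 insufficiency, at -13.4 points and short of the threshold, passed Fisher's exact test at 10 kb (-20.7, adjusted p = 0.0092), 500 kb (-15.3, 0.028) and with all annotated genes (-19.7, 0.012), so that 4 lists passed instead of 3, and turned with genes as unit (1.19, p = 1). None of the other lists that turned had passed the test: cardiac transcription factors leaned by 7.11 points at 10 kb and 8.80 with all annotated genes, BMP and TGF-beta by -4.60 and metabolism by 0.090 at 500 kb, and with genes as unit sodium and chloride channels by -1.99, secreted factors by -5.89 and housekeeping by 4.62. The cause was not tested for these. The 4 motif alternatives were not run. Of the animals, Control replicate 2 had the fewest counts, 630392 over the table, and the animals did not overlap at 63.6% of the lost regions under the class median level and at 82.0% of the others.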

Other observations

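All tests in this part were chosen after the data had been seen. Lost regions lay together along single genes. Within 100 kb, 21 genes had 5 or more lost regions, and together they held 181 of the 1164 (15.5%). The animals of the groups did not overlap at 91 of the 181 (50.3%), fewer than at the other 983 lost regions (76.9%), with 13 of 24 at Slc8a1, 6 of 13 at Cacna1c, 3 of 11 at Pdlim5, 2 of 10 at Ryr2 and 3 of 18 at Zbtb16; the median Control level of the 181 was 41.9 scaled counts, against 53.8. Besides Slc8a1, Cacna1c, Pdlim5, Ryr2, Trdn, Mrvi1 and Myocd, they included Zbtb16, a zinc finger factor gene, with 18 lost and 2 gained regions, Fgf12, a modulator of sodium channels, with 9 lost and 1 gained, and Pdzrn3 and Usp13 with 7 lost and none gained each. Median log2 fold changes of the lost regions were -1.24 at Slc8a1, -1.33 at Zbtb16 and -1.27 at Fgf12. The longest stretch by regions ran over 181 kb inside Slc8a1 (chromosome 17, 81455501 to 81636750) and held 22 lost regions and no gained one between them.

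Of 5261 genes with gained regions, 17 had 10 or more. Gained regions were 88.4% of the table, and this number of genes was not tested against chance. It is therefore no counterpart to the clustering of lost regions. Mb, Rbm20, a splicing regulator of sarcomere genes, and Phactr1 had 14 each, Chrm2, the muscarinic receptor of the heart, 11, and Adrb1, the beta-1 adrenergic receptor, 10, with no lost region at any of these 5 genes. Median log2 fold changes were 0.76 at Rbm20, 0.71 at Chrm2 and 0.87 at Adrb1. Called higher at the scale of the table's median were 1 of the gained regions of Mb, 1 of Rbm20, 3 of Phactr1 and none of Chrm2 or Adrb1.

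The number of genes with 5 or more lost regions was 21, against a median of 3 and a highest value of 7 when the gained and lost labels were permuted 1000 times among regions of like Control level (permutation p = 0.001, the smallest these permutations can give). This excludes labels placed independently among listed regions of like level. The permutations did not match regions on gene span or on position inside a gene. Stretches of at least 4 lost regions with gaps of up to 50 kb, found without gene positions, numbered 28, and 67.9% of them lay inside 1 protein-coding gene, against 14.9% of 437 stretches of gained regions (Fisher's exact test, two-sided, p = 2.17e-09). Gained stretches were longer, with a median of 65 kb against 42.4 kb, and gained regions lay within 1 kb of gene ends more often. The contrast between the classes is therefore not separate from their length and position. When the 28 stretches were shifted along their chromosomes, a median of 6 lay inside a gene, against 19 observed (permutation p = 0.001, the smallest 1000 shifts can give). This is consistent with lower accessibility along the bodies of these genes, a hypothesis found and tested on the same data. Whether transcription through them fell as well was not analysed here.

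Lost regions numbered 1164 at the authors' threshold in the table analysed here. That is higher than the count quoted from the study above. At an adjusted p under 0.01 in the authors' deposited table there were 392 lost and 5323 gained regions.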
